# Active PI3K Pathway Causes an Invasive Phenotype Which Can Be Reversed or Promoted by Blocking the Pathway at Divergent Nodes

**DOI:** 10.1371/journal.pone.0036402

**Published:** 2012-05-03

**Authors:** Jeffrey J. Wallin, Jane Guan, Kyle A. Edgar, Wei Zhou, Ross Francis, Anthony C. Torres, Peter M. Haverty, Jeffrey Eastham-Anderson, Sabrina Arena, Alberto Bardelli, Sue Griffin, John E. Goodall, Kyla M. Grimshaw, Klaus P. Hoeflich, Christopher Torrance, Marcia Belvin, Lori S. Friedman

## Abstract

The PTEN/PI3K pathway is commonly mutated in cancer and therefore represents an attractive target for therapeutic intervention. To investigate the primary phenotypes mediated by increased pathway signaling in a clean, patient-relevant context, an activating PIK3CA mutation (H1047R) was knocked-in to an endogenous allele of the MCF10A non-tumorigenic human breast epithelial cell line. Introduction of an endogenously mutated PIK3CA allele resulted in a marked epithelial-mesenchymal transition (EMT) and invasive phenotype, compared to isogenic wild-type cells. The invasive phenotype was linked to enhanced PIP_3_ production via a S6K-IRS positive feedback mechanism. Moreover, potent and selective inhibitors of PI3K were highly effective in reversing this phenotype, which is optimally revealed in 3-dimensional cell culture. In contrast, inhibition of Akt or mTOR exacerbated the invasive phenotype. Our results suggest that invasion is a core phenotype mediated by increased PTEN/PI3K pathway activity and that therapeutic agents targeting different nodes of the PI3K pathway may have dramatic differences in their ability to reverse or promote cancer metastasis.

## Introduction

Genetic deviations in the phosphatidylinoisitol 3′-kinase (PI3K) pathway have been detected in many human cancers [1] and are thought to act primarily to stimulate cell proliferation and survival. Two hotspot mutations reside in the helical domain of p110α and a third is in the kinase domain. All three mutations have been shown to provide a gain of function for the PI3K enzyme, and can lead to increased downstream signaling through kinases such as Akt and mTOR [2], [3]. Genetic deletion or loss of function mutations within the tumor suppressor PTEN, a phosphatase with opposing function to PI3K, also increases PI3K pathway signaling [4]. In addition, activation of the PI3K pathway results in feedback down-regulation of pathway signaling, mediated by an mTOR/S6K phosphorylation and inhibition of IRS-1 at Ser612 [5], [6], [7].

Epithelial-mesenchymal transition (EMT) is a program of gene expression changes that leads to a dramatic shift in cell phenotype towards a more invasive and migratory behavior [8], [9]. The contribution of specific cancer mutations towards EMT is still not fully clear, and is confounded by the analysis of ectopic overexpression models that do not reflect the endogenous expression of mutated oncogenes. Studies in isogenic lines have shown that transgenic approaches can over-estimate the gain of function phenotypes induced by single cancer gene events especially effects on cell proliferation [10], [11].

In recent years gene targeting approaches have been utilized to introduce mutations into human cell lines in a disease relevant context [10], [11]. In these studies, ‘knock-in’ cell lines harboring an endogenous p110α kinase domain H1047R mutation were used to precisely evaluate the functional consequences of a PIK3CA mutation starting in a non-tumorigenic background. We found that PIK3CA mutations increase PTEN/PI3K pathway signaling and cell proliferation, but also promote EMT and cell invasion and these phenotypes are sensitive to potent and selective PI3K inhibitors. We also discovered that Akt or mTOR inhibition enhanced morphologies associated with PTEN/PI3K pathway signaling through feedback to PIP_3_.

## Materials and Methods

### Cell culture

Parental and knock-in MCF10A clones (H1047R A and B) were first published by Di Nicolantonio and colleagues [10] and were licensed from Horizon Discovery Ltd. An additional set of matched isogenic MCF10A parental PI3K mutant cells [12] were obtained from Horizon Discovery to confirm results of 3-D culture experiments. Cells were cultured in F12:DMEM 50∶50 medium supplemented with 20 ng/ml human EGF, 10 µg/ml insulin, 0.2 µg/ml hydrocortisone, 10% FBS, 100 units/ml penicillin, 2 mM L-glutamine, and 100 mg/ml streptomycin at 37°C under 5% CO_2_. MCF10A cells were typically passaged and maintained in the presence of EGF and insulin. To detect differences with the p110α H1047R and parental isogenic pairs, EGF and insulin were absent from the media, except for those studies associated with 3-D culture. Breast tumor cell lines were obtained from the American Type Culture Collection (ATCC). Cell lines were tested and authenticated using gene expression and single nucleotide polymorphism genotyping arrays, as previously described [13], [14]. Lines were cultured in RPMI or MEM supplemented with 10% fetal bovine serum, 100 units/ml penicillin, and 100 µg/ml streptomycin at 37°C under 5% CO_2_.

### Reagents

GDC-0941, PI3Ki-A/D, PI103 and erlotinib were from Genentech, Inc. mTOR1/2i is from patent WO 2008/023159 A1 [15]. AKT1/2i (Inhibitor VIII) was from EMD Chemicals. Human EGF, insulin, hydrocortisone and ®Actin antibodies were from Sigma. Antibodies to phospho-Akt^Thr308^, phospho-Akt^Ser473^, total Akt, Akt1, Akt2, phospho-PRAS40^Thr246^, PRAS40, phospho-S6^Ser235/236^, phospho-GSK3β^Ser9^, phospho-P70S6K^Thr389^, phospho-IRS1^Ser612^ and mTOR were from Cell Signaling. The p110α antibody was from BD Biosciences and the BrdU Proliferation ELISA was obtained from Roche.

### siRNAs and Transfections

mTOR and the non-targeting control siRNAs were from Dharmacon and the p110α siRNA (GGACAACTGTTTCATATAGTT) was from Genentech. The Akt siRNA inhibition kit, which inhibits the expression of both Akt1 and Akt2 was obtained from Cell Signaling. Transfection of siRNAs was accomplished using an Amaxa Nucleofector Kit as described by the manufacturer for MCF10A cells.

### Cell Viability Assays

Cells were seeded at 2000 cells/well in 384-well plates. Diluted compounds were added to quadruplicate wells in 384-well cell plates. After 4 days incubation, relative numbers of viable cells were measured using CellTiter-Glo (Promega) and read with a Wallac Multilabel Reader (PerkinElmer). EC_50_ values were calculated using Prism 4.0 (GraphPad).

### Protein Assays

Two million cells were seeded in a 10 cm^2^ tissue culture plate overnight. Cells were treated with an EC_50_ concentration of inhibitors for the times indicated. Following treatment, cells were washed with cold PBS and lysed in 1× Cell Extraction Buffer (Biosource) supplemented with protease inhibitors (Roche), 1 mM PMSF, and Phosphatase Inhibitor Cocktails 1 and 2 (Sigma). For immunoblots, equal protein amounts were separated by electrophoresis through NuPage Bis-Tris 10% gradient gels (Invitrogen); proteins were transferred onto PVDF membranes using the Criterion system from Bio-Rad.

### PIP_3_ Assay

The measurement of PIK3CA activity was carried out through a PIP_3_ Mass Strip Kit or a PI3K kinase ELISA assay (Echelon Biosciences) according to the manufacturer's instructions.

### BrdU Assay

Cells were seeded at 10,000 cells per well in a 96-well plate overnight. After 48 hours of culture with the BrdU reagent, the BrdU ELISA was performed according to the manufacturer's instructions (Roche) and the plate was read on an EnVision Plate Reader (PerkinElmer).

### Microarray Studies

Gene expression analysis was carried out on RNA extracted from sub-confluent cell cultures using Qiagen RNeasy kits. RNA samples of sufficient quality were profiled on Affymetrix HGU133Plus_2.0 chips. Preparation of complementary RNA, array hybridizations, scanning and subsequent array image data analysis were done using the manufacturer's specified protocol. Gene expression data for experiments described in this study has been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE17785.

### 3-Dimensional Cell Culture and Reagents

Acinar growth and morphogenesis assays in 3D laminin-rich extracellular matrix (lrECM) were performed as described previously [16], [17]. Briefly, tissue culture dishes were coated with a thin layer of growth factor-reduced Matrigel (BD Biosciences) on ice and placed in a 37°C incubator for approximately 15 minutes to allow for matrix polymerization. Cells were dislodged with trypsin and resuspended in complete growth media containing EGF and insulin and supplemented with 5% Matrigel. After mixing, cells were added to thepre-coated plates in the presence or absence of inhibitors.

### Quantification of Acinar Size and Shape

Size and shape values were determined from multiple phase-contrast images as previously described [18]. An object's shape factor is defined as (4π*Area)/Perimeter^2^). This results in a value from 0 to 1, where 0 is a flat line and 1 is a perfect circle.

### Matrigel Invasion Assay

Migration through matrigel was performed using Biocoat Matrigel Invasion Chambers containing FluoroBlok inserts (BD Biosciences). Cells were plated (35,000 total) and allowed to migrate through matrigel for 24 hours according to the protocol provided by the manufacturer. Number of invaded cells was detected and quantified using ImageXpress (Molecular Devices).

## Results and Discussion

### PIK3CA kinase domain mutations and PI3K pathway signaling

A human mammary epithelial cell line, MCF10A, carrying an endogenous H1047R PI3K mutation “knocked in” to one allele [10] was used to investigate cellular changes associated with oncogenic PIK3CA. Two individual knock-in clones were utilized and both were found to have increased levels of phosphatidylinositol (3,4,5)-trisphosphate (PIP_3_), a product of PI3K enzymatic activity (Figure 1A).

**Figure 1:**
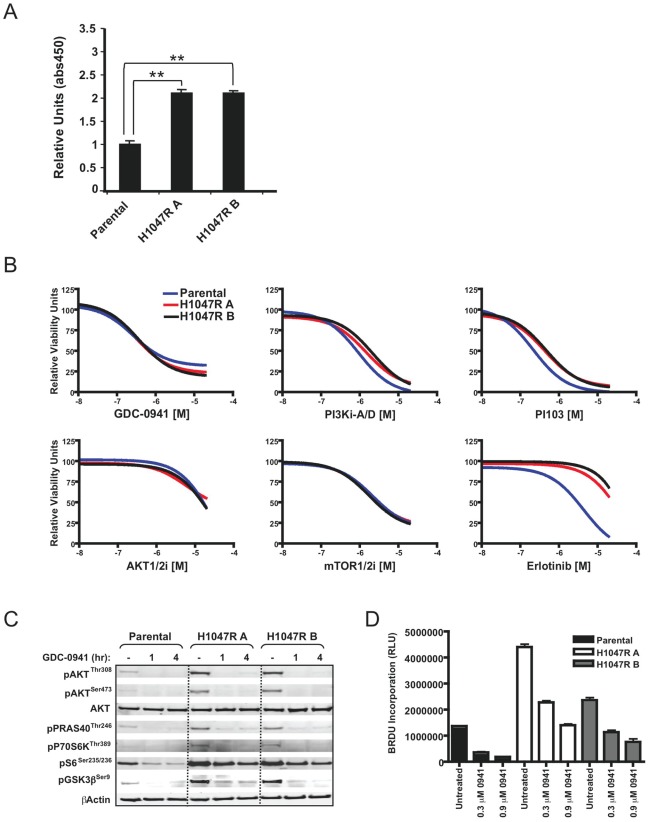
Effects of the H1047R mutation on PI3K pathway signaling, cell viability and proliferation. (A) Analysis of PIP_3_ levels in parental and knock-in clones. (B) Parental and knock-in clones were cultured with dose-titrated small molecule inhibitors and cell viability was assessed after four days. (C) Parental and knock-in clones were cultured in the presence or absence of GDC-0941 dosed at an EC_50_ concentration for the time points indicated and analyzed by Western blotting. (D) The parental and knock-in clones were cultured in the presence or absence of GDC-0941 for 48 hours and proliferation was assessed in triplicate samples by BrdU labeling.

We determined half maximal effective concentrations (EC_50_s) with small molecule inhibitors targeting PI3K, Akt, mTOR, and EGFR in the parental and knock-in clones in a growth inhibition format assay using CellTiter-Glo (Figure 1B and Table 1). Specificities and potencies for the compounds are shown in Table 1. GDC-0941 is a potent inhibitor of all class I PI3K isoforms, and is currently being evaluated in clinical trials [19]. PI3Ki-A/D is related to GDC-0941, but has reduced potency against the p110βclass I PI3K isoform [20]. PI103 is a pan class I PI3K isoform inhibitor and also displays significant potency against mTOR and DNA-PK [21], [22]. To evaluate the effects of inhibition downstream of PI3K, but still in the PI3K pathway, we utilized inhibitors of Akt and mTOR kinase. AKT1/2i selectively inhibits Akt1 and Akt2 [23], [24], while mTOR1/2i is a selective inhibitor of mTOR kinase, thus blocks the signaling of both TORC1 and TORC2 complexes [15], [25]. Surprisingly, the parental line and two independent knock-in clones displayed similar sensitivities to inhibitors in this 2-dimensional assay format (Figure 1B and Table 1). GDC-0941 EC_50_ concentrations of 0.5 µM for parental, H1047R A and H1047R B clones were utilized in subsequent experiments.

**Table 1:** Compounds used for viability and 3-D cell culture assays.

Compound ID	Specificity	Parental (EC_50_ µM)	H1047R A (EC_50_ µM)	H1047R B (EC_50_ µM)
GDC-0941	PI3K (p110α,β,δ,γ)	0.5	0.5	0.5
PI1103	PI3K (p110α,β,δ,γ), mTOR, DNA-PK	0.2	0.4	0.4
PI3Ki-A/D	PI3K (p110α,δ,γ)	1.1	2	1.6
AKT1/2i	Akt1, Akt2	>5	>5	>5
mTOR1/2i	TORC1, TORC2	2.2	1.8	1.7
Erlotinib	EGFR	4.3	>5	>5

Specificities and CellTiter-Glo viability assay EC_50_s for parental and H1047R clones.

Consistent with PI3K mutation activating the signaling pathway, the phosphorylation levels of several downstream pathway components were significantly increased in the H1047R clones compared to parental cells (Figure 1C). The phosphorylation of Akt was increased, as well as other markers of pathway activity including phospho-PRAS40, phospho-P70S6K, phospho-S6, and phospho-GSK3β. These data are consistent with a recent study showing enhancement of multiple downstream signaling effects with an endogenous PI3K mutation [12]. When the cells were treated with GDC-0941 at 0.5 µM concentrations for 1 or 4 hours, phosphorylation of all the downstream markers was reduced (Figure 1C). These included proximal pathway markers such as phospho-Akt and markers further downstream in the PI3K pathway such as phospho-GSK3β.

Augmented PTEN/PI3K pathway signaling is expected to lead to increased cell proliferation [12]. We therefore investigated the proliferative capacity of the parental and knock-in clones. When growth was measured for 48 hours, we discovered that knock-in clones proliferated approximately 2–3 fold faster than the parental cells (Figure 1D). This increase is far less than described by Isakoff et al [26] using retrovirally over-expressed PI3K in the same parental cell-type (MCF10A), nor do we see tumorigenicity in soft agar (data not shown). Our data are consistent, however, with other single oncogene knock-in phenotypes such as Ras [10], [11], where more subtle effects are observed in mutant knock-in cells compared to cells with protein over-expression. Treatment with GDC-0941 at EC_50_ and 3× EC_50_ concentrations strongly inhibited the growth of both parental and knock-in clones (Figure 1D).

To further explore the phenotypic and biological consequences of the kinase domain mutation, a microarray study was performed comparing untreated parental vs. mutant cells to those treated for 4 hours with an EC_50_ concentration of GDC-0941. 

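RNA of 4 groups was profiled, parental MCF10A cells and the H1047R clone, each in DMSO or in GDC-0941, with 3 arrays per group. The genotype was the larger source of differences. In DMSO, 5696 of 54613 probe sets were higher and 6383 were lower in H1047R than in parental cells at an adjusted p under 0.05 from limma, and 2918 of these differed by a log2 fold change of at least 1. Treatment for 4 h raised 2260 and lowered 2199 probe sets in the H1047R cells, 4459 together, of which 569 passed the same stricter limit. Under GDC-0941 in H1047R, SLC7A2, a transporter of basic amino acids, rose from 11.8 ± 2.99 to 356 ± 54.8 (SD, n = 3 arrays). The lower signal was not shown to lie above background, so the size of this rise is not given. In parental cells the same treatment raised 377 and lowered 347 probe sets. The rise of FOXQ1, a forkhead transcription factor, was among the largest there, from 682 ± 82.3 to 2562 ± 417.
Signals were analysed as log2 of the deposited value plus 16, with a mean per group fitted over all 12 arrays. This scale understates the fold change of probe sets with low signal. The parental total of 724 rests on the spread pooled over the 4 groups: with only the parental arrays fitted, 1 probe set passed, and the call of FOXQ1 ended. The total also fell to 391, 310 and 277 without parental DMSO replicates 1, 2 and 3, and to 308 and 420 without parental GDC-0941 replicates 2 and 3. The 4459 calls in H1047R fell to 2965 without H1047R DMSO replicate 2 and to 2864 without H1047R GDC-0941 replicate 3. The arrays of a group are cultures of the same cells, so the tests measure the spread between these cultures and cannot separate the mutation from other properties of the H1047R clone.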

Analysis of common cell cycle genes correlated with the increased proliferation we observed in the cell growth assay (Figure S1 and Table S1). 

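Of the 15 cell cycle probe sets in Table S1, 3 were higher in H1047R in DMSO, 3 were lower and 9 were not called (limma, adjusted p under 0.05), and the counts were again 3 and 3 when adjusted over the list alone. The study printed this list with ratios from these samples, so the counts are not independent evidence of a direction. Besides CCND1, the higher probe sets were those of AURKA, a mitotic kinase, with a log2 fold change of 0.53 (standard error 0.09, adjusted p = 0.00259), and the probe set printed as CCNB2, which the annotation assigns to CCNB1, with 0.46 (standard error 0.13, adjusted p = 0.0334). The lower ones besides CDKN1B were CDK4, which fell by 0.26 (standard error 0.06, adjusted p = 0.0122), and WEE1, a kinase that holds cells in G2, which fell by 0.31 (standard error 0.07, adjusted p = 0.0137). CDK1, CDK2, CCNE1, CCNA2, AURKB, CDC25C and RB1 did not pass the test.
A set of 31 gene lists was fixed before the data were examined, and those of the cell cycle were not called. Among 35 E2F targets of the G1/S transition 3 were higher and 6 lower, also when adjusted over the list alone, and camera gave the list an adjusted p of 0.79. Among 32 mitotic genes 8 were higher, DLGAP5 with the log2 fold change 0.63 (standard error 0.14, adjusted p = 0.0102) among them, with the same count when adjusted over the list alone, and the list's adjusted p was 0.107. The CCNB1 call ended under 6 of the alternative settings, that of CDK4 with only the DMSO groups fitted, and that of WEE1 without parental DMSO replicate 2, parental DMSO replicate 3 or H1047R DMSO replicate 2.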

Levels of cyclin D1, for example, were significantly increased in the knock-in cell line suggesting that these cells were advancing more rapidly through the G1 phase of the cell cycle. 

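CCND1, which encodes cyclin D1, the partner of CDK4 and CDK6 in G1, had a signal of 2784 ± 152 (SD, n = 3 arrays) in H1047R and 1217 ± 355 in parental cells, both in DMSO. The log2 fold change was 1.22 (standard error 0.23, adjusted p = 0.00374, limma). CCND2, another D-type cyclin, went the other way and fell by 0.56 (standard error 0.12, adjusted p = 0.00682). The list of CCND2, named for CDK inhibitors and D-type cyclins, held 14 measured genes. Of these 2 were higher, CCND1 and CCND3 (named after its values were seen), and 6 were lower. The counts were the same when adjusted over the list alone. The tally does not separate inhibitors from other members, and the list was not called (adjusted p = 0.295, camera).

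**Figure D1:**
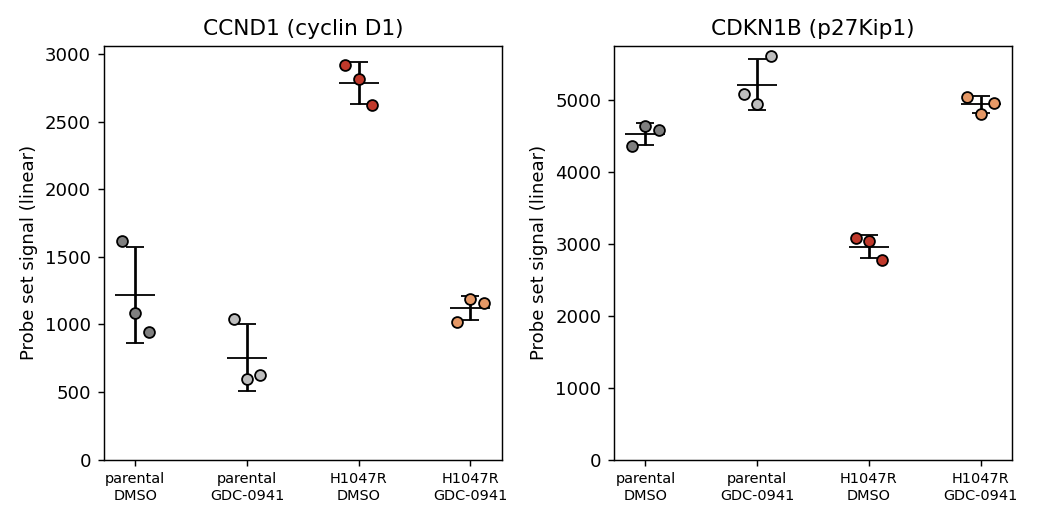
Probe set signal (linear scale) of CCND1 and CDKN1B on each array of the 4 groups, with the mean and SD of the 3 arrays as bars. CCND1 averages 2784 in H1047R DMSO, above every CCND1 array of the other groups, and CDKN1B is lowest in the same group.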

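The probe set of CDKN1B, the gene of p27Kip1, had a lower signal in H1047R than in parental cells in DMSO, 2965 ± 163 against 4531 ± 151 (SD, n = 3 arrays each). CDKN1B fell by 0.61 on the log2 scale (standard error 0.07, adjusted p = 1.4e-04, limma), and its call held under every alternative setting tried. CDKN1A, the gene of the related inhibitor p21Cip1, was not called, with a log2 fold change of -0.07 (standard error 0.10, adjusted p = 0.727).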

A reduction in the expression level of the cell cycle inhibitor p27^Kip1^ was observed, also suggestive of an increased proliferative capacity. 

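In H1047R cells CCND1 fell by 1.30 under GDC-0941 (standard error 0.23, adjusted p = 0.00766, limma) and CDKN1B rose by a log2 fold change of 0.73 (standard error 0.07, adjusted p = 2.3e-04). With the inhibitor the H1047R cells differed from parental cells in DMSO by a log2 fold change of -0.08 for CCND1 (standard error 0.23, adjusted p = 0.883) and of 0.12 for CDKN1B (standard error 0.07, adjusted p = 0.269). SNAI2, a repressor of epithelial genes, and HK2, a hexokinase, were also higher in H1047R and fell under GDC-0941, by 1.32 (adjusted p = 5.9e-06) and 1.90 (adjusted p = 1.7e-05). JUP, the gene of plakoglobin, was lower in H1047R and rose by 0.59 (adjusted p = 3.9e-04). CDH2 and TGFB2 kept their difference from parental cells, with log2 fold changes under GDC-0941 in H1047R of 0.00 (adjusted p = 0.995) and 0.05 (adjusted p = 0.903).
Over the 2918 probe sets that differed between genotypes by a log2 fold change of at least 1, GDC-0941 removed a median of 17.8% of the difference (quartiles 0.13% and 43.8%). The genotype difference and the response share the H1047R DMSO arrays, which alone draws the share above 0: simulated data without an inhibitor effect gave a median of 3.42%. A test of treated H1047R cells against parental cells in DMSO called 10402 probe sets, 4885 higher and 5517 lower.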

GDC-0941 treatment normalized the expression of cyclin D1 and p27^Kip1^ as well as other genes differentially regulated by mutant PIK3CA (Figure S1). Altogether, these data show the PI3K kinase domain mutation drives pathway activation, increases signaling and proliferation, and GDC-0941 blocks these effects. However, there was no discernable differential ‘gene-addiction’ effect when comparing mutant versus wild-type cell growth, prompting investigation into other phenotypes for their sensitivity and selectivity to PI3K inhibitors.

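Genes induced by FOXO factors, which PI3K signalling holds inactive through AKT, were the list that rose most under GDC-0941 in H1047R cells. Of 30 such genes 21 were higher and 2 lower (22 and 2 adjusted over the list alone), with a median log2 fold change of 0.69 (adjusted p = 2.1e-15, camera). KLHL24 rose by 2.27 (standard error 0.08, adjusted p = 3.3e-06, limma) and TNFSF10, a death ligand, by 2.18 (standard error 0.15, adjusted p = 4.4e-05). Of 28 genes of ribosome biogenesis, a growth programme, 20 were lower (24 lower and 1 higher adjusted over the list alone), with a median of -0.51 (adjusted p = 2.1e-15). Of 16 heat shock and chaperone genes 6 were lower (10 adjusted over the list alone), with a median of -0.22 (adjusted p = 5.4e-05), and DNAJB1 fell by 0.50 (standard error 0.06, adjusted p = 8.8e-04). In the parental cells the FOXO list rose as well, with a median of 0.27 (adjusted p = 3.2e-16) and 9 genes called higher (20 higher and 1 lower adjusted over the list alone). The ribosome list fell there, with a median of -0.29 (adjusted p = 9.2e-12) and 3 genes called lower (15 adjusted over the list alone).
These 5 results also passed with an estimated correlation between genes, at adjusted p of 0.0235, 0.00728 and 0.0235 in H1047R and 0.023 and 0.0185 in parental cells. The glycolysis and hypoxia genes induced by HIF1 fell in H1047R, 11 of 28 lower (14 lower and 1 higher adjusted over the list alone), but their adjusted p of 4.3e-07 became adjusted p = 0.0792 with an estimated correlation. The cholesterol genes driven by SREBP2, with 8 of 20 lower (11 lower adjusted over the list alone) and INSIG1 falling by 1.26 (standard error 0.12, adjusted p = 2.8e-04), went from adjusted p = 1.5e-05 to adjusted p = 0.0792 with an estimated correlation.
The genotypes in DMSO were compared over the same lists. Of the HIF1 genes 23 were higher and 1 was lower in H1047R than in parental cells (24 and 1 adjusted over the list alone), with a median of 0.94 and adjusted p = 5.2e-15, or adjusted p = 0.0135 with an estimated correlation. Of the FOXO genes 15 were lower and 6 higher (17 and 6 adjusted over the list alone), and the list's adjusted p of 0.00176 became adjusted p = 0.324 with an estimated correlation. From its growth assays, signalling and these arrays, the paper concludes that the kinase domain mutation drives pathway activation and proliferation and that GDC-0941 blocks both.

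**Figure D2:**
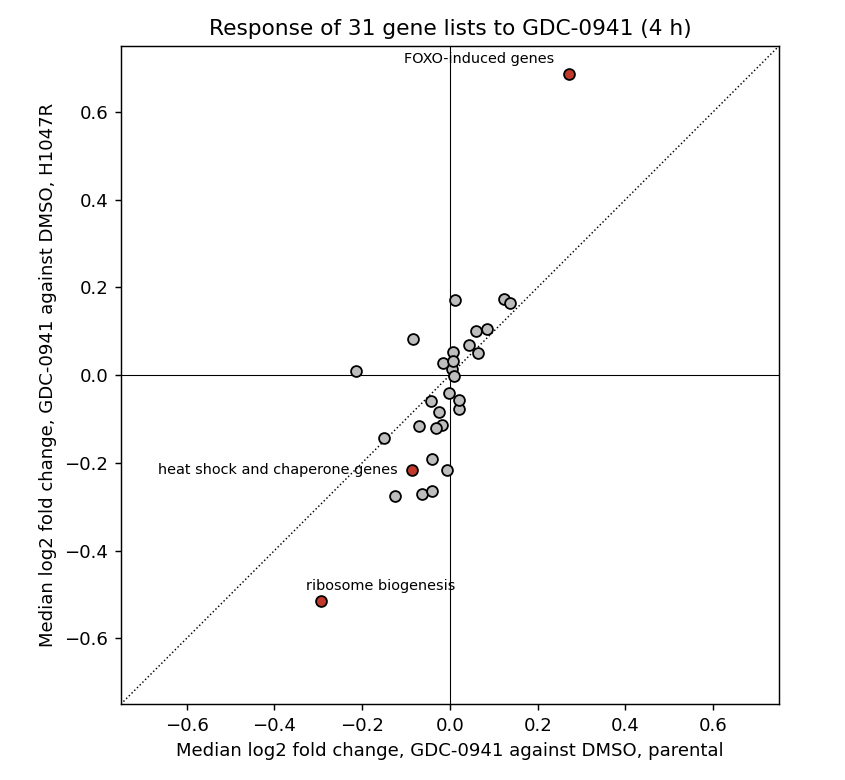
Median log2 fold change of the genes of each of 31 lists, GDC-0941 against DMSO, in parental cells (x axis) and H1047R cells (y axis), with the line of equal change dotted. The 3 red points passed the test in H1047R with both correlations: FOXO-induced genes at 0.69, heat shock and chaperone genes at -0.22 and ribosome biogenesis at -0.51.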

### PI3K pathway activitation and epithelial-to-mesenchymal transition

MCF10A cells have a typical epithelial morphology when cultured on plastic. In contrast to the parental MCF10A cells, the knock-in clones have a spindle-like morphology more representative of fibroblasts (Figure S2). Within a tumor, these morphological changes are commonly associated with increased tumor invasiveness and metastasis. The morphological changes are also characteristic of cells that have undergone the epithelial-to-mesenchymal transition (EMT). PI3K pathway alterations have been identified as a central feature of EMT in tumor cell lines and clinical samples [27], [28], [29], [30]. For EMT to occur, complex changes in gene expression are necessary [31], [32]. Gene expression profiles were analyzed for the parental cells and the PI3K H1047R clone, and profiles associated with EMT were significantly changed. 

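The H1047R cells in DMSO had almost no signal left for several epithelial genes and had gained signal for stromal matrix genes. KRT15, a keratin of basal epithelium, fell from 5663 ± 511 in parental cells to 27.9 ± 11.3 (SD, n = 3 arrays, adjusted p = 3.6e-08, limma). The lower signal was not shown to lie above background, so the size of this fall is not given. On the scale of log2 of signal plus 16, MAL2, which carries membrane proteins to the apical surface, fell by 6.11 (standard error 0.20, adjusted p = 1.1e-07). ADAMTS2, a procollagen protease, rose from 4.75 ± 0.77, a signal not shown to lie above background, to 2267 ± 66.3 (adjusted p = 8.9e-11), so the size of its fold change is not given, and the mesenchymal cadherin CDH11 rose by 6.26 (standard error 0.36, adjusted p = 2.3e-06). MYL9 and TAGLN, genes of the contractile apparatus, rose by 4.36 (standard error 0.10, adjusted p = 1.8e-08) and 4.71 (standard error 0.28, adjusted p = 2.4e-06).
Of 39 genes of epithelial junctions and polarity 24 were lower and 1 was higher in H1047R (31 and 2 adjusted over the list alone), with a median log2 fold change of -1.09 (adjusted p = 1.9e-11, camera). Of 21 desmosome and hemidesmosome genes 11 were lower and 1 was higher (11 and 2 adjusted over the list alone), with adjusted p = 1.7e-05. Of 42 mesenchymal structural and matrix genes 31 were higher and 3 were lower (33 and 3 adjusted over the list alone), with a median of 1.14 and adjusted p = 4.6e-14. All 3 lists also passed with an estimated correlation, at adjusted p of 0.0355, 0.0135 and 0.00541. Fibroblast markers rose with them, 8 of 14 higher and 1 lower, also when adjusted over the list alone, with a median of 0.49 and adjusted p = 0.00176, or adjusted p = 0.0389 with an estimated correlation, and 10 of the 14 are also in a mesenchymal list. The list of 14 mesenchymal transcription factors, 6 higher and 1 lower also when adjusted over the list alone, had adjusted p = 0.0293 but adjusted p = 0.337 with an estimated correlation.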

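CDH1, the gene of E-cadherin, fell in the H1047R cells in DMSO from 999 ± 191 to 4.70 ± 0.54 (SD, n = 3 arrays, adjusted p = 9.2e-08, limma), a signal not shown to lie above background, so the size of the fall is not given. Desmosomal DSC3 fell by 3.90 on the log2 scale (standard error 0.22, adjusted p = 2.0e-06). ELF3, an epithelial transcription factor, fell from 339 ± 31.7 to 15.8 ± 2.40 (adjusted p = 7.4e-05), also a signal not shown to lie above background. FN1, the gene of fibronectin, rose from a signal of 156 ± 26.2 to 1177 ± 142 (adjusted p = 6.7e-07), and TGFB2, a growth factor that induces EMT, rose by a log2 fold change of 2.94 (standard error 0.12, adjusted p = 2.7e-07). ZEB1 and SNAI2, repressors of CDH1, rose by 1.50 (standard error 0.11, adjusted p = 1.2e-05) and 1.49 (standard error 0.06, adjusted p = 2.1e-07). SNAI1 had a log2 fold change of 1.31 (standard error 0.58, adjusted p = 0.159) and was not called. The switch was not shared by all markers: VIM, the gene of vimentin, had a log2 fold change of 0.00 (standard error 0.07, adjusted p = 0.988), and TWIST1 fell from 3162 ± 10.6 to 1104 ± 34.3 (adjusted p = 1.7e-07).
Of the 27 epithelial probe sets of Table S1, 15 were lower, 5 higher and 7 not called, or 16 lower and 5 higher when adjusted over the list alone. The 5 higher ones were those of FGF2, KRT16, PCDH9, ARPC5L and LAMB2. The lower ones include the probe set printed as PGCV, with a log2 fold change of -2.50, which the annotation assigns to VCAN. It is counted as epithelial here and in the figure only because Table S1 lists it so. Of the 18 mesenchymal probe sets 10 were higher, 3 lower and 5 not called, or 11 higher and 3 lower when adjusted over the list alone, with TWIST1 and ELK3 among the lower ones. Table S1 gives the study's ratios for these probe sets on these samples, so its counts are not independent evidence of a direction.

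**Figure D3:**
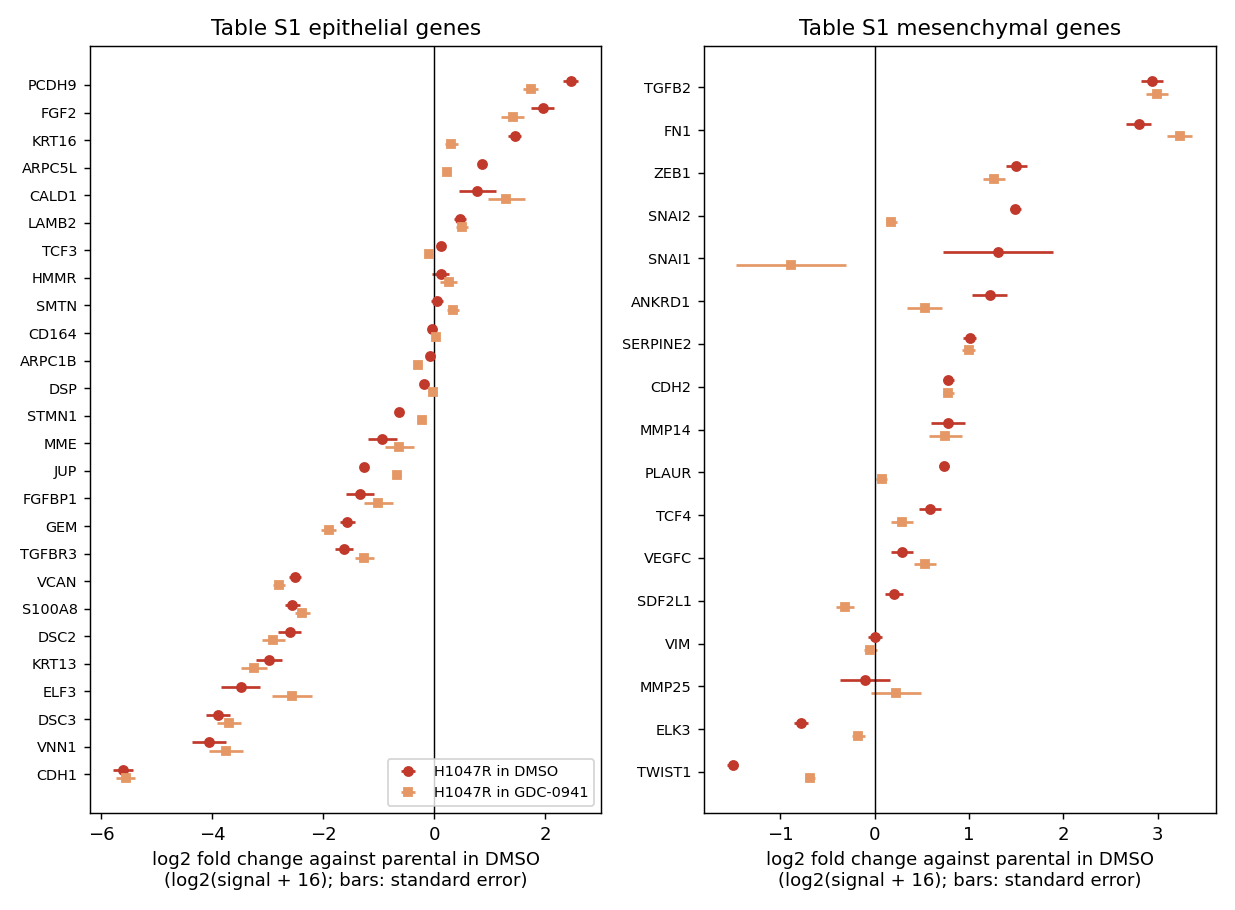
Log2 fold change (log2 of signal plus 16) of the epithelial and mesenchymal genes of Table S1 in H1047R cells in DMSO (circles) and in GDC-0941 (squares), each against parental cells in DMSO, with the standard error as bars, for probe sets that the annotation assigns to a single gene. TGFB2 lies at 2.94 in DMSO and VIM at 0.00, and the positions of genes with low signal, such as CDH1, VNN1 and ELF3, depend on the added 16.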

In the H1047R cells the majority of epithelial genes had decreased RNA expression compared to parental cells and conversely, the majority of the mesenchymal genes had increased expression compared to the parental cells (Figure 2A and Table S1). Through PI3K signaling, the balance between Akt1 and Akt2 rather than the overall activity of Akt has been shown to regulate the EMT response [33], [34], [35].

**Figure 2:**
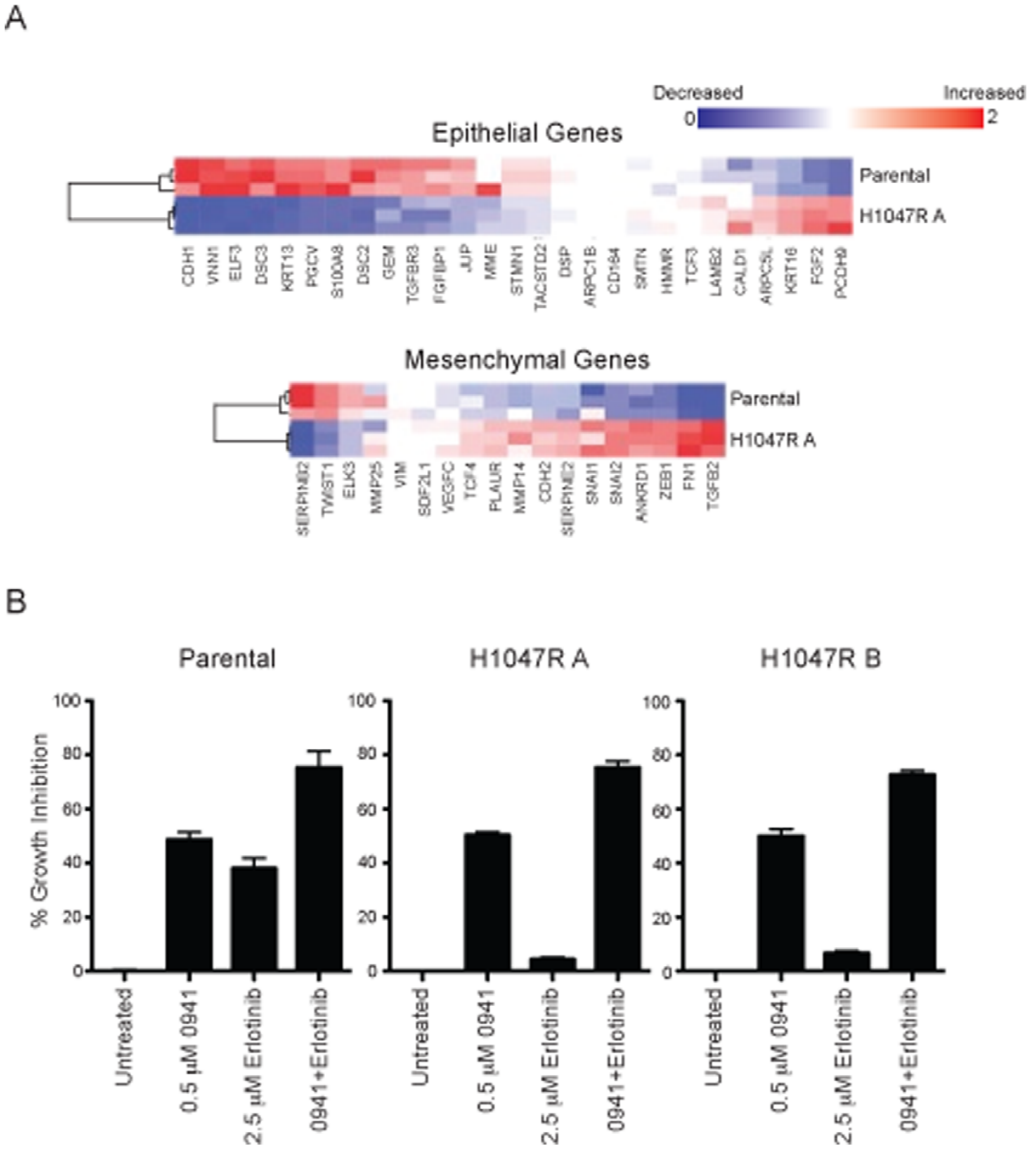
MCF10A cells undergo EMT-like changes in the presence of a PI3K mutation. (A) Comparative gene expression analysis of the parental and knock-in clone. Expression profile differences of commonly associated epithelial and mesenchymal genes by microarray are shown by heat map for a ratio of gene expression levels (H1047R A to parental). (B) Effects of GDC-0941 and erlotinib combination treatment in parental and knock-in cell lines. Percent growth inhibition data from a viability assay is shown at EC_50_ doses of single agent GDC-0941 and 2.5 µM erlotinib after drug incubation. Each bar indicates mean % inhibition ±SEM from quadruplicate wells.

Resistance to EGFR inhibitors has been associated with the mesenchymal subtype [36], [37]. Consistent with this effect, the MCF10A parental cells were sensitive to the EGFR inhibitor erlotinib, while the *PIK3CA* H1047R knock-in clones were highly resistant (Figure 1B, Figure 2B, and Table 1). The resistance to erlotinib associated with the mesenchymal phenotype is also consistent with clinical data [38]. With the hypothesis that the EMT is driven through the PI3K pathway, we then tested the hypothesis that erlotinib resistance could be overcome by combining erlotinib with GDC-0941. In both parental and knock-in clones an improvement in potency was achieved when the two drugs were used in combination (Figure 2B).

### Invasiveness and the PIK3CA kinase domain mutation

Increases in invasive potential are commonly associated with EMT in preclinical models. Utilizing a microarray signature for invasiveness [39] it was found that some of the RNA expression levels were altered in the H1047R clones versus parental cells (Figure S3 and Table S1). Indeed, data from recent clinical studies found frequent PIK3CA mutations in lymph node positive tumors, suggesting increased metastasis for this genotype [40], [41], [42].

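Genes of the matrix and of the AP-1 transcription factor led the rises among the invasiveness genes in H1047R in DMSO. SPARC, a matrix glycoprotein, rose by a log2 fold change of 2.17 (standard error 0.07, adjusted p = 7.8e-08, limma), JUN by 1.76 (standard error 0.14, adjusted p = 1.8e-05), FOSL1 by 1.65 (standard error 0.35, adjusted p = 0.00741) and THBS1, the gene of thrombospondin 1, by 1.30 (standard error 0.12, adjusted p = 3.7e-05). Of the 19 probe sets that Table S1 lists as increased with invasiveness 8 were higher, 2 were lower and 9 were not called, or 9 higher and 4 lower when adjusted over the list alone. The 2 lower ones, TIMP3 and TIMP2, encode inhibitors of matrix proteases, and fell by 0.62 (standard error 0.08, adjusted p = 4.0e-04) and 0.26 (standard error 0.06, adjusted p = 0.0113). Of the 16 probe sets listed as decreased with invasiveness 8 were lower, 4 were higher and 4 were not called, or 8 lower and 5 higher when adjusted over the list alone. KLF5 and GATA3, transcription factors of differentiated epithelium, fell by 1.19 (standard error 0.10, adjusted p = 1.6e-05) and 1.17 (standard error 0.11, adjusted p = 4.7e-05), whereas RARA, PLEC, RHOB and KRT18 rose.
Both tallies come from probe sets for which the study printed ratios on these samples, and so are not independent evidence of a direction. The arrays hold 1 H1047R clone, which the legend of Figure S3 names as clone A, and clone B was not analysed here. The fixed list of 31 matrix proteases and their inhibitors had 9 higher and 5 lower (11 and 7 adjusted over the list alone) and was not called (adjusted p = 0.293, camera).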

The invasive potential of malignant cells can be reliably distinguished when cultured in the presence of a laminin-rich basement membrane [43]. Using this 3-D culture method, breast cancer cell lines have been categorized into groups based on distinct morphologies [43]. MCF10A cells form colonies of a “round” morphology with apical-basal polarity in 3-D culture, and cells with this morphology are categorized as non-invasive. When assessed in 3-D culture, the parental MCF10A colonies were round with robust cell-cell adhesion (Figure 3A). In contrast, the PI3K H1047R knock-in clones displayed a highly motile phenotype wherein individual cells grow into highly elongated projections or branches. This morphology is characteristic of the highly invasive “Stellate” group. PI3K inhibitor treatments dramatically reversed this aggressive phenotype of the H1047R knock-in clone back into a morphology resembling parental cells (Figure 3A), without impacting the viability of the acinar foci (data not shown). This overt phenotype and drug induced reversion has been confirmed in an independent source of MCF10A cells (11) that were mutated for PI3K (Figure S4).

**Figure 3:**
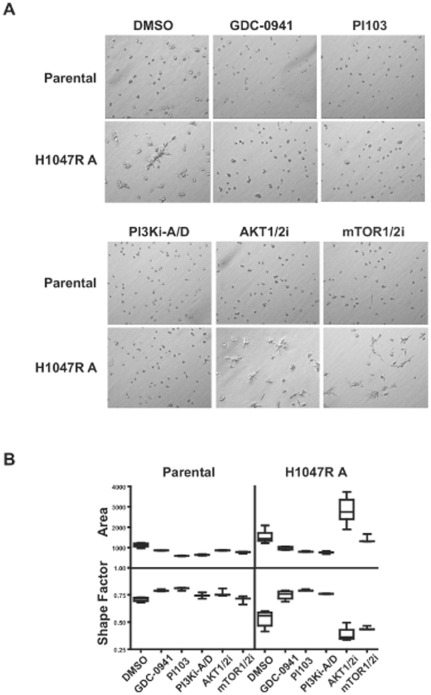
MCF10A knock-in cells show a more invasive phenotype in 3-D cell culture. (A) Parental and H1047R A cells were cultured for 2 days in the presence or absence of GDC-0941 (0.5 µM), PI103 (0.5 µM), PI3Ki-A/D (2 µM), AKT1/2i (5 µM) or mTOR1/2i (5 µM). (B) A mathematical distribution of acinar size (area) and shape (shape factor) was used to assess morphology changes with drug treatments on day 2. Data are plotted as the mean (horizontal line), middle 50% of data (box), and 95% confidence interval (lines). Pair-wise comparisons to the DMSO control were done by Student's t test. GDC-0941 and PI103 treatments resulted in significant morphology changes in both the parental and H1047R A clone (p<0.02, area or shape factor). PI3Ki-A/D treatment resulted in significant morphological changes in parental (p<0.006, area) or the H1047R clone (p<0.003, area or shape factor). Statistical significance was also achieved in the H1047R clone with the AKT1/2i (p<0.0002, area or shape factor) or mTOR1/2i (p = 0.03, shape factor).

Given that acini treated with the inhibitors displayed noticeable qualitative changes in morphogenesis, we utilized quantitative methods to more accurately assess phenotypes as a measure of drug efficacy [18]. Phase-contrast images of MCF10A parental and the knock-in clone were analyzed for total area and shape. The shape factor is a measure of morphology and yields values from 0 (flat line) to 1 (perfect circle). By these analyses, the three different PI3K inhibitors decreased the area and increased the shape factor, especially in the knock-in clone (Figure 3B). Significantly, these results indicate that increases in PTEN/PI3K pathway signaling promote an invasive phenotype, and that PI3K inhibition can reverse this effect.

In order to determine if inhibition of downstream signaling in the PI3K pathway would be effective at overcoming oncogene addiction, Akt and mTOR kinase inhibitors were assessed for effects on H1047R cells. Unexpectedly, the Akt and mTOR inhibitors, even at high concentrations of 5 µM, did not reduce the cell shape of the knock-in clone (Figure 3), suggesting morphology changes were being controlled upstream in the PI3K pathway. Interestingly, the Akt and mTOR inhibitors appeared to have the opposite effect to PI3K inhibitors, in that the Akt and mTOR inhibitors increased the invasive phenotype (Figure 3B).

We tested 10 additional breast tumor cell lines in 3-D culture in the presence or absence of PTEN/PI3K pathway inhibitors. Two of the cell lines, BT20 and MDA-MB-436, showed invasive morphologies in 3-D and were similar to the H1047R knock-in clones in response to PTEN/PI3K pathway inhibitors (Figure S5). Both of the cell lines have alterations in the PTEN/PI3K pathway. BT20 cells have the same PI3K kinase domain mutation (H1047R) as MCF10A knock-in cells, while the MDA-MB-436 cell line has lost expression of the tumor suppressor PTEN [15], [44]. Both cell lines have also been described as mesenchymal [31], [45], [46]. Thus, both increased pathway signaling and the mesenchymal subtype may be required for the invasive morphology.

To confirm morphology changes discovered using small molecule inhibitors, siRNA experiments were carried out to knock down p110α, Akt1/2, or mTOR, in the knock-in MCF10A clone. Similar to findings with small molecule inhibitors, the p110α directed siRNA clearly decreased stellate structures while knockdown of Akt or mTOR resulted in a significant promotion of invasive morphologies (Figure 4A). The effectiveness of siRNA knockdown of these targets is shown in Figure 4B. Overall, morphology changes in the parental cells with PI3K pathway inhibition were minimal in 3-D culture, likely due to decreased basal PI3K pathway activity.

**Figure 4:**
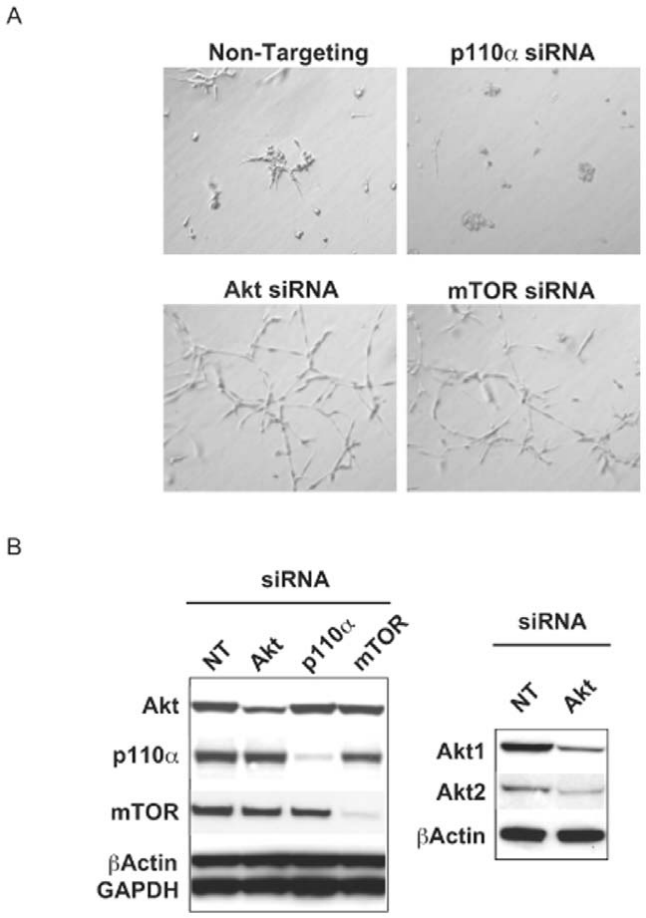
siRNA knockdown of p110α, Akt or mTOR phenocopies small molecule inhibitor treatments. (A) Knock-in cells (H1047R A) were transfected with the indicated siRNAs and plated in the 3-D culture assay for 5 days. (B) Assessment of siRNA knockdown by Western blot in the knock-in clone (H1047R A) 48 hours after transfection (NT = Non-targeting control siRNA).

The process of tumor metastasis and invasion involves the migration of individual cells from the primary tumor through a basement membrane. The cells then enter the bloodstream or lymphatic vessels and ultimately seed into a distant organ site [47]. We investigated motility of the MCF10A isogenic cells through matrigel and found that the H1047R knock-in clone migrated approximately 5-fold faster than the parental clones over 24 hours (Figure 5). In the migration assay, treatments with inhibitors also showed a similar trend to the phenotypes observed in matrigel. GDC-0941 decreased the number of migrated knock-in cells, while AKT1/2i increased the number of migrated knock-in cells. Effects of GDC-0941 and AKT1/2i were not significant for the parental cells in the migration assay (data not shown). Thus, the morphologies observed in 3-D culture are due, at least in part, to increased cell motility.

**Figure 5:**
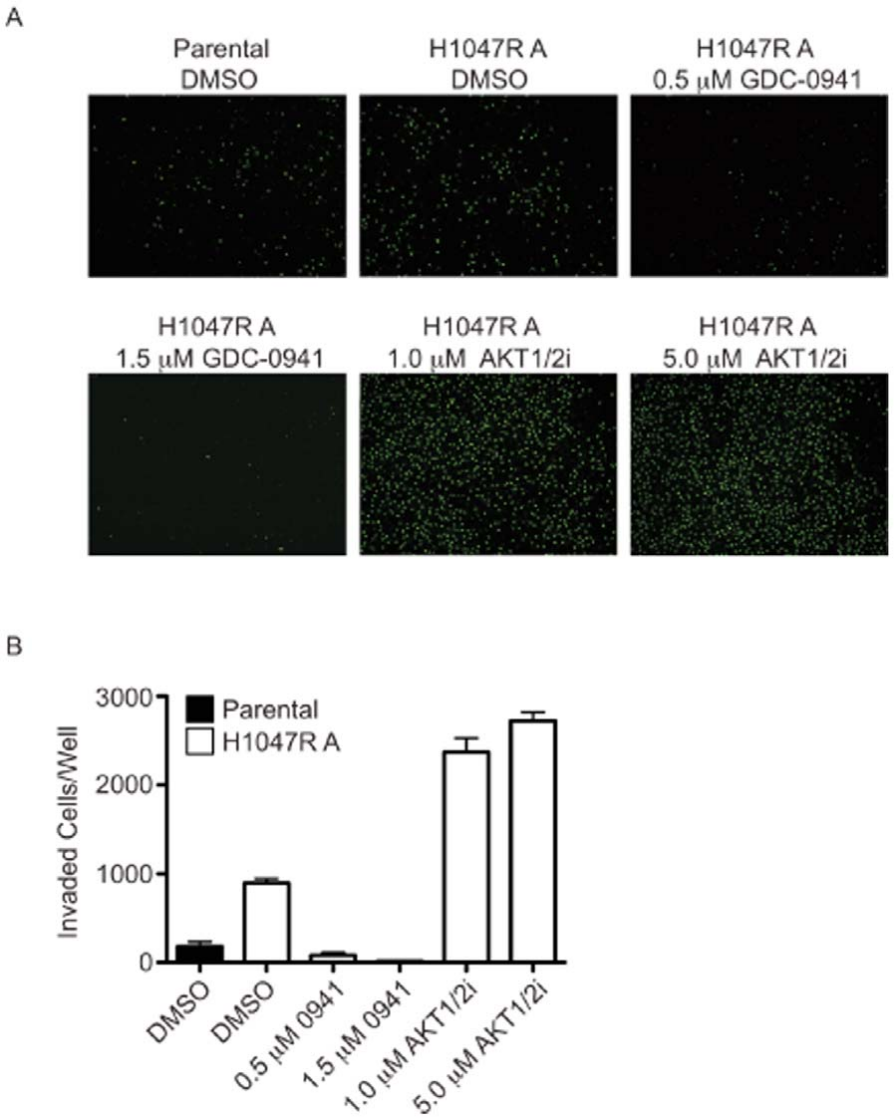
MCF10A knock-in cells show enhanced migration through matrigel. (A) Cells were plated under the conditions indicated and allowed to migrate for 24 hours. Representative images for each condition are shown. (B) Quantification of migrated cells in triplicate wells.

The effect of compounds on downstream PI3K pathway markers was investigated in the H1047R knock-in clone at the same drug concentrations and media conditions used in the 3-D culture assay (Figure 6A). The PI3K pathway inhibitors all showed similar inhibition of phospho-Akt^Ser473^ and phospho-IRS1^Ser612^. As expected, amounts of PIP_3_ decreased with PI3K inhibitor treatments (Figure 6B). In contrast, cellular PIP_3_ levels were elevated above basal levels upon treatment with either an Akt or mTOR kinase inhibitor. Taken together, these data support the hypothesis that PI3K pathway blockade promotes feedback to PIP_3_, but if PI3K itself is not inhibited, PIP_3_ levels can accumulate and promote the invasive morphology. In support of this hypothesis, when GDC-0941 was combined with AKT1/2i in 3-D culture, the morphology resembled GDC-0941 treatment alone (Figure 6C). Significantly, these findings suggest a potential therapeutic difference between PI3K and Akt inhibitors in their effectiveness at controlling invasion and metastasis. We are currently investigating the signaling mediators of these differences.

**Figure 6:**
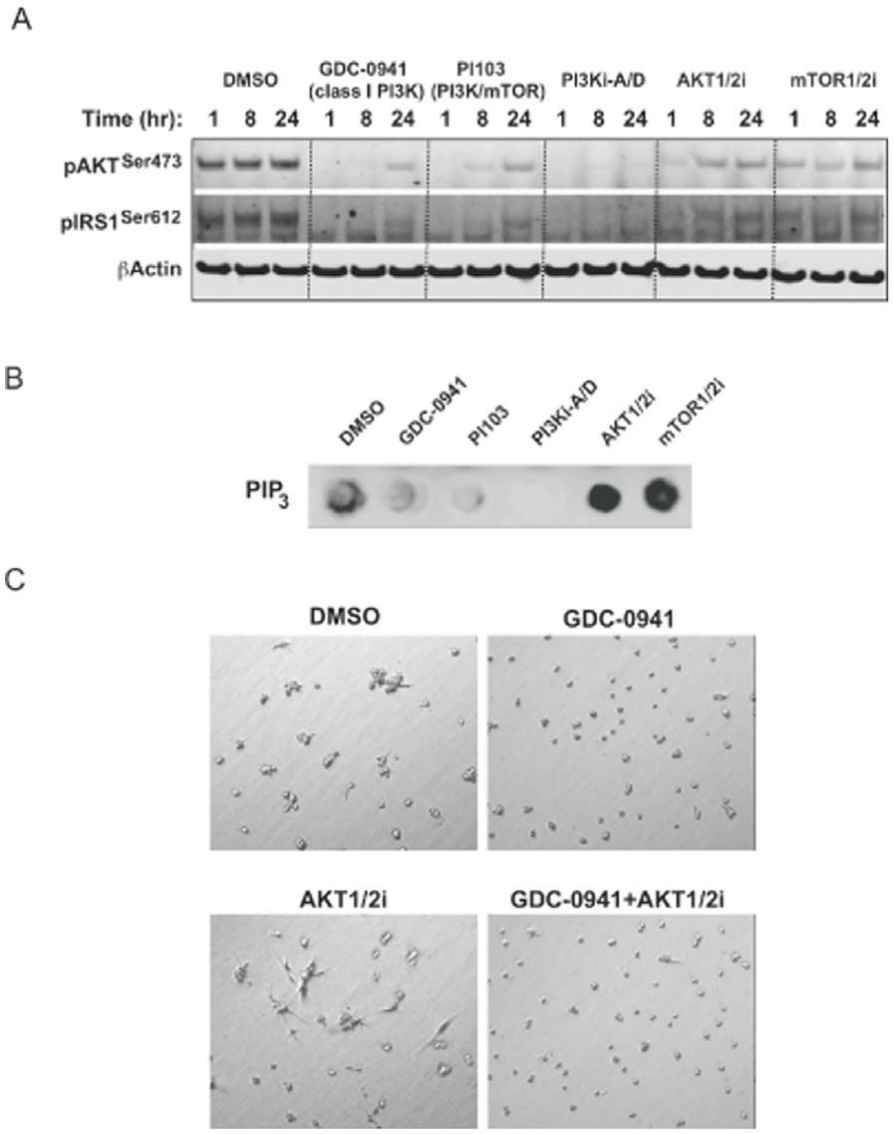
PI3K signaling responses to PI3K pathway inhibition. (A) Knock-in cells (H1047R A) were cultured with inhibitors at concentrations used in the 3-D culture assay and analyzed by Western blotting for indicated treatment times. (B) PIP_3_ levels assessed at 48 hours post treatment with 3-D culture concentrations of inhibitors in the knock-in clone (H1047R A). (C) PI3K and Akt inhibitor effects can be distinguished in 3-D culture through variations in cellular morphology. Phase contrast images of the knock-in clone (H1047R A) show representative phenotypes of treatment with 0.5 µM GDC-0941, 5 µM AKT1/2i, or the same compound doses in combination after 2 days in culture.

When cultured on plastic (2-D), the H1047R knock-in clones displayed increased PI3K pathway activity and proliferation, but oncogene addiction was not observed. We found that the H1047R mutation was linked to EMT by analysis of epidermal and mesenchymal gene signatures, rescue of EGFR inhibitor resistance by a PI3K inhibitor, and acinar morphologies in 3-D culture. PI3K inhibitors and siRNA reversed the morphologies in 3-D culture, but mTOR and Akt inhibitors and siRNA worsened the invasive phenotype. This was due to increased feedback to PIP_3_ that cannot be controlled by inhibitors downstream of PI3K.

These data suggest that invasion may be the most relevant phenotype to assess for PI3K oncogene addiction. Consistent with this hypothesis is a previous in vivo study that showed knocking-out mutant PIK3CA in a fully tumorigenic colon cancer cell line had more pronounced effects on metastasis than on primary tumor growth [48]. Not only do these results demonstrate invasion is a core phenotype of mutant PI3K, but that only direct PI3K-inhibitors are effective in reversing it, and targeting downstream nodes in the pathway can in fact promote the invasive phenotype.

In summary, the H1047R mutant of PIK3CA increases PTEN/PI3K pathway signaling and markers of EMT and cell migration phenotypes in isogenic breast epithelial cell lines. Notably, pathway targeted agents dramatically diverge in their ability to revert these phenotypes, with direct PI3K inhibitors representing the optimal intervention node for mutant PI3K cancers. These data suggest that invasion-based readouts and biomarkers may be the most appropriate end points to reveal the ‘gene-addiction’ responses to PI3K inhibitors in the clinic.

## Supporting Information

Figure S1 **Differential mRNA expression of cell cycle genes in triplicate microarray samples.** Error bars indicate ±SEM.

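WEE1 rose under GDC-0941 more than any other gene of the cell cycle list, from a signal of 1314 ± 38.6 to 3309 ± 158 in H1047R and from 1637 ± 122 to 2650 ± 162 in parental cells (SD, n = 3 arrays per group). Its log2 fold change was 1.32 (standard error 0.07, adjusted p = 1.9e-05, limma) in H1047R and 0.69 (standard error 0.07, adjusted p = 0.00503) in parental cells, where the call ended with only the parental arrays fitted. The difference between these responses (adjusted p = 0.0441) was lost under 14 of 17 alternatives. Of the 15 probe sets 2 were raised by GDC-0941 in H1047R, those of CDKN1B and WEE1, and 2 were lowered, those of CCND1 and CDK4, the call of CDK4 ending under 7 of 12 alternatives. In parental cells CCND1 had a log2 fold change of -0.69 (standard error 0.23, adjusted p = 0.244) and CDKN1B of 0.20 (standard error 0.07, adjusted p = 0.245), neither called, and neither response was called as different between genotypes (adjusted p = 0.577 and 0.0582), although that of CDKN1B was with the filter on low signal and with trend and robust moderation.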

(TIF) Click here for additional data file.

Figure S2 **Phase-contrast images of the parental and knock-in clones in culture.**
(TIF) Click here for additional data file.

Figure S3 **MCF10A cells with a PI3K mutation show gene expression patterns associated with invasiveness.** Comparative gene expression analysis of the MCF10A parental and H1047R clone A. Microarray differences presented as a heat map are indicated as ratios (H1047R A to parental) for genes commonly linked to invasiveness.
(TIF) Click here for additional data file.

Figure S4 **Horizon MCF10A H1047R knock-in cells show a more invasive phenotype in 3-D cell culture.** Parental and H1047R knockin clones were cultured for 24 hours in Geltrex Reduced Growth Factor Basement Membrane Matrix (Invitrogen) in the presence or absence of GDC-0941 (1 µM). This type of matrigel was used to augment the invasive morphologies of the H1047R knockin clones.
(TIF) Click here for additional data file.

Figure S5 **GDC-0941 inhibits invasive morphologies in breast tumor cell lines.** (A) BT20 cells were cultured for 24 hours in the presence or absence of inhibitors at EC_50_ viability concentrations (GDC-0941 (0.6 µM), PI103 (0.4 µM), PI3Ki-A/D (1.2 µM), AKT1/2i (3 µM), or mTOR1/2i (2 µM)). (B) MDA-MB-436 cells were cultured for 48 hours in the presence or absence of inhibitors at EC_50_ viability concentrations (GDC-0941 (0.8 µM), PI103 (0.5 µM), PI3Ki-A/D (1.5 µM), AKT1/2i (3.8 µM), or mTOR1/2i (1.7 µM)).
(TIF) Click here for additional data file.

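The table's ratios were recomputed from the signals of parental and H1047R cells in DMSO. All 95 ratios matched the arithmetic mean of the 3 H1047R arrays divided by that of the 3 parental arrays within 0.005, the rounding of the table, CCND1 and CDH1 included. Geometric means matched 40 of them. The p printed in the table matched an unadjusted two-sample test that allows unequal variances within 1% for 94 of the 95 rows, ITGB4 being the exception, and the equal-variance form for 13. Rows are counted here, since the probe sets of CDKN1A, VIM and JUP are repeated between lists. Of 62 rows with a printed p under 0.05, limma called 58 after adjustment over all probe sets on the array, and the others were those of VEGFC, DSP, RAC2 and IGFBP5. MME, COL6A1 and a probe set printed as DST were called although their printed p was not under 0.05, and these calls ended under 5, 1 and 8 of the alternatives. The probe set printed as PLK1 is assigned to DCTN5 by the annotation used here, and that printed as ID2 to ID2 and ID2B, so neither measures only the gene printed.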

Table S1 **Gene probe sets utilized for microarray analysis.**
(DOC) Click here for additional data file.

# Supplementary material for: Active PI3K Pathway Causes an Invasive Phenotype Which Can Be Reversed or Promoted by Blocking the Pathway at Divergent Nodes
**Source:** PLoS One. 2012 May 3;7(5):e36402. doi: 10.1371/journal.pone.0036402
**Supplement:** Table S1 — Gene probe sets utilized for microarray analysis.

Table S1.

| **Cell Cycle** |  |  |  |
| --- | --- | --- | --- |
| Probe ID | Gene | P-value | Ratio (H1047R to Parental) |
| 209112_at | Kip1 (p27) | 2.67E-04 | 0.65 |
| 212533_at | WEE1 | 3.43E-02 | 0.80 |
| 202246_s_at | CDK4 | 3.36E-02 | 0.84 |
| 203213_at | CDC2 | 3.62E-01 | 0.88 |
| 209464_at | AURKB | 1.92E-01 | 0.88 |
| 202284_s_at | Cip1 (p21) | 5.89E-01 | 0.95 |
| 1555900_at | PLK1 | 8.85E-01 | 0.98 |
| 203132_at | RB1 | 2.64E-01 | 1.03 |
| 204252_at | CDK2 | 8.61E-02 | 1.12 |
| 205167_s_at | CDC25C | 5.45E-01 | 1.12 |
| 213226_at | CCNA2 | 1.33E-01 | 1.14 |
| 213523_at | CCNE1 | 3.59E-01 | 1.16 |
| 214710_s_at | CCNB2 | 2.05E-02 | 1.38 |
| 204092_s_at | AURKA | 1.14E-02 | 1.45 |
| 208712_at | CCND1 | 8.13E-03 | 2.29 |

| **Mesenchymal** |  |  |  |
| --- | --- | --- | --- |
| Probe ID | Gene | P-value | Ratio (H1047R to Parental) |
| 204614_at | SERPINB2 | 1.52E-02 | 0.05 |
| 213943_at | TWIST1 | 2.33E-05 | 0.35 |
| 221773_at | ELK3 | 8.00E-03 | 0.58 |
| 207289_at | MMP25 | 8.00E-01 | 0.93 |
| 201426_s_at | VIM | 9.85E-01 | 1.00 |
| 218681_s_at | SDF2L1 | 6.51E-02 | 1.15 |
| 209946_at | VEGFC | 2.22E-02 | 1.22 |
| 203753_at | TCF4 | 1.36E-02 | 1.51 |
| 210845_s_at | PLAUR | 5.88E-04 | 1.67 |
| 202827_s_at | MMP14 | 2.92E-02 | 1.71 |
| 203440_at | CDH2 | 3.88E-04 | 1.72 |
| 212190_at | SERPINE2 | 2.38E-05 | 2.01 |
| 219480_at | SNAI1 | 8.93E-02 | 2.30 |
| 213139_at | SNAI2 | 1.57E-06 | 2.83 |
| 206029_at | ANKRD1 | 2.78E-04 | 2.91 |
| 21085_s_at | ZEB1 | 2.50E-05 | 2.92 |
| 214702_at | FN1 | 5.16E-03 | 7.53 |
| 220407_s_at | TGFB2 | 1.06E-03 | 7.99 |

Table S1 (continued).

| **Epithelial** |  |  |  |
| --- | --- | --- | --- |
| Probe ID | Gene | P-value | Ratio (H1047R to Parental) |
| 201131_s_at | CDH1 | 1.21E-02 | 0.00 |
| 205844_at | VNN1 | 8.47E-04 | 0.03 |
| 210827_s_at | ELF3 | 3.06E-03 | 0.05 |
| 206032_at | DSC3 | 1.28E-02 | 0.06 |
| 207935_s_at | KRT13 | 1.26E-02 | 0.09 |
| 204620_s_at | PGCV | 3.61E-04 | 0.16 |
| 202917_s_at | S100A8 | 1.67E-02 | 0.15 |
| 226817_at | DSC2 | 1.11E-02 | 0.15 |
| 204472_at | GEM | 1.76E-03 | 0.29 |
| 204731_at | TGFBR3 | 2.39E-04 | 0.30 |
| 205014_at | FGFBP1 | 3.79E-03 | 0.37 |
| 201015_s_at | JUP | 1.08E-04 | 0.42 |
| 203434_s_at | MME | 1.34E-01 | 0.50 |
| 200783_s_at | STMN1 | 1.16E-04 | 0.64 |
| 202286_s_at | TACSTD2 | 3.09E-03 | 0.68 |
| 200606_at | DSP | 1.76E-02 | 0.88 |
| 201954_at | ARPC1B | 7.52E-02 | 0.95 |
| 208405_s_at | CD164 | 4.78E-01 | 0.97 |
| 1556030_at | SMTN | 6.07E-01 | 1.05 |
| 207165_at | HMMR | 3.77E-01 | 1.08 |
| 209153_s_at | TCF3 | 5.18E-02 | 1.09 |
| 216264_s_at | LAMB2 | 2.56E-02 | 1.38 |
| 243084_at | CALD1 | 8.26E-02 | 1.75 |
| 226915_s_at | ARPC5L | 5.42E-05 | 1.82 |
| 209800_at | KRT16 | 4.30E-05 | 2.77 |
| 204422_s_at | FGF2 | 2.44E-04 | 3.87 |
| 219737_s_at | PCDH9 | 1.03E-02 | 5.72 |

Table S1 (continued).

| **Genes Increased with Invasiveness** | | |  |
| --- | --- | --- | --- |
| Probe ID | Gene | P-value | Ratio (H1047R to Parental) |
| 201150_s_at | TIMP3 | 7.35E-04 | 0.65 |
| 224560_at | TIMP2 | 3.36E-02 | 0.83 |
| 201506_at | TGFBI | 6.79E-02 | 0.86 |
| 213603_s_at | RAC2 | 2.06E-02 | 0.88 |
| 202520_s_at | MLH1 | 1.20E-01 | 0.91 |
| 200824_at | GSTP1 | 2.00E-01 | 0.94 |
| 202284_s_at | Cip1 (p21) | 5.89E-01 | 0.95 |
| 201426_s_at | VIM | 9.85E-01 | 1.00 |
| 200644_at | MARCKSL1 | 1.64E-01 | 1.11 |
| 212097_at | CAV1 | 2.28E-03 | 1.13 |
| 201474_s_at | ITGA3 | 1.05E-03 | 1.31 |
| 160020_at | MMP14 | 7.29E-02 | 1.32 |
| 212940_at | COL6A1 | 5.77E-02 | 1.74 |
| 202404_s_at | COL1A2 | 6.33E-02 | 1.84 |
| 235086_at | THBS1 | 1.40E-04 | 2.47 |
| 1568765_at | SERPINE1 | 1.58E-03 | 3.05 |
| 204420_at | FOSL1 | 1.69E-03 | 3.23 |
| 201466_s_at | c-jun | 8.48E-05 | 3.43 |
| 212667_at | SPRC | 9.11E-07 | 4.52 |

| **Genes Decreased with Invasiveness** | | |  |
| --- | --- | --- | --- |
| Probe ID | Gene | P-value | Ratio (H1047R to Parental) |
| 213931_at | ID2 | 1.78E-03 | 0.35 |
| 201015_s_at | JUP | 1.08E-04 | 0.42 |
| 209602_s_at | GATA3 | 1.00E-03 | 0.43 |
| 209211_at | KLF5 | 1.15E-04 | 0.44 |
| 204990_s_at | ITB4 | 8.00E-04 | 0.59 |
| 208792_s_at | CLU | 1.54E-02 | 0.66 |
| 200704_at | LITAF | 1.00E-02 | 0.69 |
| 1560296_at | DST | 9.34E-02 | 0.76 |
| 201650_at | KRT19 | 2.40E-01 | 0.89 |
| 205970_at | MT3 | 6.74E-01 | 1.05 |
| 228173_at | GNAS | 9.67E-02 | 1.17 |
| 201596_x_at | KRT18 | 5.06E-04 | 1.35 |
| 212099_at | RHOB | 4.40E-02 | 1.40 |
| 211958_at | IGFBP5 | 2.75E-02 | 1.58 |
| 201373_at | PLEC1 | 7.19E-04 | 1.62 |
| 203749_s_at | RARA | 1.38E-03 | 2.11 |

How the deposited data were processed for this re-analysis (not part of the article)

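RNA of parental MCF10A cells and of the H1047R knock-in clone was profiled after 4 h in DMSO or in GDC-0941, with 3 arrays in each of 4 groups and 12 arrays in all. The paper and the design record name an EC50 concentration of GDC-0941 for these cultures, and the paper gives that EC50 as 0.5 µM. The design record says the medium held serum but neither EGF nor insulin. It and the paper name a column kit for the RNA, and the sample records name a Trizol method. The legend of Figure S3 names clone A, and the labels carry no clone letter. All 12 columns of the table were assigned to a group and replicate from the labels.

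The authors deposited a table of probe set intensities from HG-U133 Plus 2.0 arrays, for which the paper says that complementary RNA preparation, hybridization, scanning and image analysis followed the manufacturer. The deposited intensity values are on a linear scale, from 0.0867 to 28770. The sample records name MAS5 and RMA without saying which made the table, and their versions are not given. The arrays lie near a common scale: the mean after trimming 2% at each end lay between 395 and 404, and the median between 82.4 and 84.1. Scan dates and detection calls are not given in the sources used here, so neither batches of scanning nor presence calls were used, and the number of arrays limits the precision.

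The 62 control probe sets were removed from 54675, which left 54613. Values were analysed as log2 of the intensity plus 16, without further normalization and without a filter on low signal. Gene names came from the annotation of the platform, with symbols updated by gene identifier (0 changed, and 41037 matched). It assigns 41091 probe sets to a single gene and 1801 to several, and does not list 11721. Probe sets that it does not list were tested and counted but not named as genes. No genome coordinates were used.

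A mean per group was fitted over all 12 arrays with limma 3.58.1 in R 4.3.3, with moderated variances (prior degrees of freedom 1.49) and Benjamini-Hochberg adjustment over all probe sets, at an adjusted p under 0.05. The comparisons were H1047R against parental in DMSO, GDC-0941 against DMSO in each genotype, the difference of these responses, H1047R against parental in GDC-0941, and H1047R in GDC-0941 against parental in DMSO. Correlations of the log2 values were 0.977 to 0.982 within groups, 0.946 to 0.961 between genotypes and 0.971 to 0.979 between DMSO and GDC-0941 in a genotype. The leading principal component held 40.4% of the variance, and the next ones 10.1% and 6.56%. The replicate numbers did not pair the arrays: over 18 pairs with the same number in different groups, the correlation of deviations from the group means lay between -0.066 and 0.0515, and 7 of 12 arrays correlated best with an array of their own number. The arrays of a group are plates of the same cells, so p measures only the spread between these arrays.

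The 31 gene lists held 761 genes, of which 697 had a probe set among 19775 genes, with the probe set of the highest mean standing for each gene. They were tested with camera at a preset correlation of 0.01, adjusted over the lists within a comparison, and again with an estimated correlation. Table S1 was analysed by its printed probe sets, with the probe set of ZEB1 read with a missing digit restored. Ratios were arithmetic means of linear values. The share of the genotype difference removed by GDC-0941 was taken on the log2 scale for probe sets called with a log2 fold change of at least 1.

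Genes were named by a rule. It took, for the comparison of genotypes in DMSO, the response in each genotype and the difference of responses, the 10 genes with the largest rise and the 10 with the largest fall among those called, with a group mean above the median and, for the comparisons of a pair of groups, with no overlap between the arrays of the groups. It also took every gene of Table S1, every gene the paper's text names, and up to 4 called members of each list with the largest change. The ratios of Table S1 had been seen when the rule was written.

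The fits were tested on simulated data with known log2 changes of 0.5, 1 and 2 added to 67, 67 and 66 probe sets. These are far fewer than the 12079 called between genotypes and the 4459 called for GDC-0941 in H1047R. The adjustment over all probe sets is stricter when few change, so the shares recovered do not carry over to these comparisons. For H1047R against parental, 17.9% of probe sets with a log2 change of 0.5 were recovered, 83.6% with a change of 1 and 98.5% with a change of 2, with 13 false calls among 54413. For GDC-0941 in H1047R the shares were 26.9%, 83.6% and 98.5% with 8 false calls, and for the difference of responses 2.99%, 58.2% and 95.5% with 17. Of 31 simulated lists of 25 genes, 2 were changed by 0.5, and both were recovered with 0 false calls at either correlation. The 0 false calls need not hold on the real arrays, where other splits of the arrays passed up to 14 lists.

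The alternatives were a filter on low signal, quantile normalization, median centring, a replicate block, trend and robust moderation, only the groups compared in the fit, a log2 fold change of at least 1 in addition, pseudocounts of 1 and 64, each array left out in turn, and for Table S1 other means, probe sets, adjustment and tests. For the lists they were the estimated correlation, all probe sets of each gene, quantile normalization and the replicate block. An unadjusted test with unequal variances was added after seeing the data. Protein, viability, BrdU and culture data of the paper were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.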

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

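Of the tests in this part, those of the arrays' scaling and of parental GDC-0941 replicate 1 were chosen only after the result was seen, and the test on the variance of the response was chosen after the ratio of responses had given no decision.

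GDC-0941 acted differently on 246 probe sets in the H1047R and parental cells by a test of the difference itself (limma, adjusted p under 0.05), with the response higher in H1047R for 157 and lower for 89. HK2 and PFKFB4, enzymes of glycolysis, had log2 differences of the response (H1047R minus parental) of -1.73 and -1.40, and ADM, DDIT4 and BHLHE40, which hypoxia induces, had -1.78, -1.54 and -1.27, whereas the glucose transporter SLC2A3 fell further in parental cells (1.27). KLHL24, CCNG2, FBXO32 and IGF1R rose further in H1047R, by 1.56, 0.75, 0.87 and 0.62. The autophagy gene GABARAPL1 had 0.90, and INPP4B, a phosphatase acting on PI3K lipids, had 1.20. The mesenchymal regulators SNAI2 and TWIST1 had -1.02 and 0.71, and ERRFI1 and FOSL2, both induced through ERK, had -0.77 and -0.77. The plasminogen activators PLAU and PLAT had 1.11 and 1.28, PLAU being called under GDC-0941 only in parental cells, where it fell, and PLAT only in H1047R, where it rose.

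Further genes with a higher response in H1047R were LINC02504 (2.54), SLC7A2 (2.49), MAP3K7CL (2.23), CEMIP (1.59), TM4SF1 (1.51), RNF144B (1.42), FGD4 (1.41), USP53 (1.36) and ITGB8 (1.35). Those with a lower response were TMEM100 (-2.11), PDCD1LG2 (-1.85), COL5A3 (-1.77), MILR1 (-1.35), ADAMTS15 (-1.26) and DNAJB4 (-0.58). The calls of BHLHE40, ADM, DNAJB4, GABARAPL1, CEMIP, ERRFI1, FOSL2, FBXO32, IGF1R, ADAMTS15, LINC02504, INPP4B and COL5A3 ended under at least 1 alternative. The total of 246 fell to 95 and 97 without parental DMSO replicates 2 and 3, to 151 and 142 without parental GDC-0941 replicates 2 and 3, to 155, 139 and 141 without H1047R DMSO replicates 1, 2 and 3, and to 122, 114 and 100 without H1047R GDC-0941 replicates 1, 2 and 3. It was 74 with the replicate block, 127 with pseudocount 1 and 93 with a log2 fold change of at least 1 in addition, and rose to 564 with the filter on low signal, 568 with trend and robust moderation and 504 with pseudocount 64.

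Of the 31 lists, 7 differed in their response with the preset correlation and 0 with an estimated one. Of 30 FOXO-induced genes 4 had a higher response (12 higher and 3 lower adjusted over the list alone), with adjusted p = 1.3e-05 but adjusted p = 0.201 with an estimated correlation. Of 28 genes of the HIF1 list 3 had a lower and 1 a higher response (4 and 1 adjusted over the list alone), with adjusted p = 8.5e-06 but adjusted p = 0.201 with an estimated correlation. With the preset and with an estimated correlation the adjusted p was 5.0e-04 and 0.201 for cholesterol genes, 0.0312 and 0.201 for fatty acid synthesis and for heat shock genes, 0.0312 and 0.658 for interferon genes, and 1.0e-06 and 0.0934 for ribosome biogenesis.

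Several comparisons concern genes outside those the paper discusses. GDC-0941 changed 4459 probe sets in H1047R (2965 without H1047R DMSO replicate 2 and 2864 without H1047R GDC-0941 replicate 3). It changed 724 in parental cells (391, 310 and 277 without parental DMSO replicates 1, 2 and 3, and 308 and 420 without parental GDC-0941 replicates 2 and 3). In GDC-0941, 11313 probe sets differed between the genotypes. Median log2 changes under GDC-0941 were 0.69 for FOXO-induced genes, -0.22 for heat shock genes and -0.51 for ribosome biogenesis in H1047R, and 0.27 for FOXO-induced genes and -0.29 for ribosome biogenesis in parental cells.

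Epithelial junction genes were lower and mesenchymal matrix genes higher in H1047R. The arrays' scaling does not account for this, since with quantile normalization the median of the epithelial list was -1.10 and that of the mesenchymal structural list 1.08. Fibroblasts in the H1047R cultures stay open: the median fibroblast marker lay at percentile 67.2 of all probe sets, but signals of different probe sets on an array do not measure abundance, so this decides nothing. The fibroblast list rose in H1047R (8 of 14 higher and 1 lower, also when adjusted over the list alone, adjusted p = 0.00176, or adjusted p = 0.0389 with an estimated correlation). Arrays of 1 H1047R clone cannot tell a property of the clone other than the mutation from the mutation itself, and this stays open.

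GDC-0941 removed a small part of the genotype difference, a median of 17.8%, and 75.4% of the probe sets in this share moved towards the parental level. Among probe sets called in both comparisons, 1252 higher in H1047R were lowered and 1380 lower in H1047R were raised. Moving away from the parental level were 210 higher ones that were raised and 137 lower ones that were lowered. Simulations without an inhibitor effect gave a mean of 0 for each of these counts. Without such an effect hardly any probe set is called for GDC-0941, so the 0 cannot tell whether shared arrays tilt the directions. The log2 fold changes of both comparisons had a correlation of -0.40, against -0.497 simulated with no effect and -0.204 with a genotype effect only. Their covariance was -0.083, against -0.032 in both simulations. The H1047R DMSO arrays enter both differences, but simulated data with no inhibitor effect gave a share of 3.42% (3.04% to 3.86% over 20 simulations). With genes chosen without an H1047R DMSO array and measured with that array alone the share was 13.8% to 15.0%. An inhibitor effect on part of the difference is consistent with these values, and whether a longer treatment would remove more was not tested.

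More probe sets responded to GDC-0941 in H1047R than in parental cells. Among the 724 called in parental cells, the response in H1047R was a median of 1.07 times the parental one (quartiles 0.62 and 1.57), which decides nothing about a smaller spread between the H1047R arrays. Over all probe sets the mean squared response beyond the spread within groups was 3.59 times as large in H1047R (2.43 to 5.87 with each array left out), which a smaller spread alone would not give. Without parental GDC-0941 replicate 1 the parental total was 887, against 2864 to 3360 in H1047R with 1 of its arrays left out. A larger response in H1047R may follow from higher pathway activity before treatment, which was not tested here.

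Regrouping the 6 arrays of a pair of groups gives only 10 splits, too few for a share under 0.05. Every other split mixes arrays of both groups, so it keeps part of the real difference and adds the rest to the spread. Low probe set counts in the other splits follow from this, so they decide nothing. Only 1 pair of groups was regrouped at a time, so for the difference of responses the splits do not test the difference between genotypes. The real split gave the highest count for H1047R against parental (12079 probe sets, the highest other split 5, number of splits as large 1), for its 61 calls in Table S1 (highest other 0), for GDC-0941 in H1047R (4459, highest other 13) and in parental cells (724, highest other 16), for the difference of responses (246, highest other 6), for H1047R against parental in GDC-0941 (11313, highest other 5) and for H1047R in GDC-0941 against parental in DMSO (10402, highest other 6). For the lists, the real split gave 13 between genotypes in DMSO (highest other 10) and 10 for GDC-0941 in H1047R (highest other 7). It gave 8 for GDC-0941 in parental cells, where 5 of the splits gave as many and the highest other was 14, and 7 for the difference of responses, where 4 splits gave as many and the highest other was 10.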

How the results depend on the processing

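The test with unequal variances for Table S1 was the alternative chosen only after seeing the data.

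Of 441 results for named genes 382 were called. Of these, 266 stayed on their side of the threshold under every alternative run for them, 116 lost the call under at least 1, and 0 turned in direction. The counts for H1047R against parental, in DMSO or in GDC-0941, and for H1047R in GDC-0941 against parental in DMSO stayed within 1.5 times under every alternative except the added limit of a log2 fold change of at least 1, which by its construction gave 2918, 2685 and 2403. That limit also gave 569 for GDC-0941 in H1047R, 82 in parental cells and 93 for the difference of responses. Pseudocounts were varied for the counts and not for single genes.

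With the added limit of a log2 fold change of at least 1 set aside, the counts for GDC-0941 in parental cells (724) and for the difference of responses (246) depended most on the processing. With the filter on low signal, which tests fewer probe sets, they were 1429 and 564. With trend and robust moderation they were 1410 and 568, with pseudocount 1 they were 389 and 127, and with pseudocount 64 they were 1257 and 504. With only the groups compared in the fit, 1 probe set was called in parental cells, where fewer arrays estimate the spread. With the replicate block, although the numbers do not show pairing, the counts were 356 and 74. Apart from the filter, the added limit and the fewer arrays, the cause was not tested.

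Leaving out each array in turn gave 9875 to 10786 for H1047R against parental in DMSO, 8981 to 10806 in GDC-0941, and 8325 to 9026 for H1047R in GDC-0941 against parental in DMSO. It gave 2864 (without H1047R GDC-0941 replicate 3; 2965 without H1047R DMSO replicate 2) to 3360 for GDC-0941 in H1047R. It gave 277 (without parental DMSO replicate 3) to 887 (without parental GDC-0941 replicate 1) for GDC-0941 in parental cells, with 391 and 310 without parental DMSO replicates 1 and 2 and 308 and 420 without parental GDC-0941 replicates 2 and 3. For the difference of responses it gave 95 (without parental DMSO replicate 2) to 277 (without parental GDC-0941 replicate 1). The calls in Table S1 were 4 to 5 for cell cycle, 13 to 13 for mesenchymal, 19 to 20 for epithelial, 9 to 10 for increased and 11 to 12 for decreased with invasiveness.

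The share of the genotype difference removed by GDC-0941 (17.8%) was 26.3% over all genes called, 16.7% with the filter on low signal, 14.0%, 13.8% and 15.0% with genes chosen without H1047R DMSO array 1, 2 or 3 and measured with it alone, and 15.5% to 20.3% with each array left out. Geometric means of signal plus 16 matched 40 of the 95 ratios of Table S1. With an estimated correlation 10 of the 38 list calls passed: 5 of 13 for H1047R against parental, 3 of 10 for GDC-0941 in H1047R, 2 of 8 in parental cells and 0 of 7 for the difference of responses.

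Results that turned in direction were not called. With arrays left out, the log2 fold changes of H1047R against parental ran from -0.16 to 0.15 for DCTN5 (0.10 without H1047R DMSO replicate 3), -0.13 to 0.04 for CDKN1A, -0.03 to 0.06 for VIM (also -0.02 and -0.00), -0.04 to 0.30 for CDC25C, -0.26 to 0.16 for MMP25 (also 0.11) and -0.03 to 0.21 for MT3 (also -0.01). In parental cells those of GDC-0941 ran from -0.06 to 0.22 for AKT1 (also -0.04) and -0.03 to 0.08 for MTOR (also -0.00). The differences of responses ran from -0.17 to 0.02 for EGFR and -0.06 to 0.11 for AKT1S1 (also 0.01, 0.02, 0.04 and 0.06).

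With all probe sets of each gene, these lists turned in direction, with their adjusted p: for H1047R against parental TGF-beta (0.807), basal and myoepithelial markers (0.0448, past the threshold) and heat shock (0.682); for GDC-0941 in H1047R CDK inhibitors (0.705), PI3K components (0.734), basal markers (0.503) and endothelial markers (0.909); in parental cells basal markers (0.0863), immediate early genes (0.689) and mesenchymal structural genes (0.934); and for the difference of responses PI3K components (0.99) and p53 target genes (0.766). With quantile normalization heat shock in H1047R against parental (0.85), endothelial markers in H1047R under GDC-0941 (0.942) and blood cell markers in parental cells (0.97) turned, the last also with the replicate block (0.921). The cause was not tested.

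Small changes were often missed in the simulated data. A log2 change of 0.5 was recovered for 17.9% of simulated probe sets between genotypes and for 2.99% in the difference of responses. The simulation changed far fewer probe sets than the 12079 called between genotypes, so the 17.9% does not describe that comparison. Smaller changes were called there, such as -0.26 for CDK4.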

Differences from the paper's values

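None of the ratios in Table S1 differed from those recomputed here beyond the rounding of the table. The paper states that common cell cycle genes correlated with increased proliferation. The tally over its 15 cell cycle probe sets was 3 higher, 3 lower and 9 not called, and of 35 E2F targets 3 were higher and 6 lower. CCND1 was higher with a log2 fold change of 1.22, CDKN1B fell by 0.61, and AURKA was higher with 0.53, the directions the paper describes or prints.

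Table S1 prints p under 0.05, without adjustment, in 62 rows, of which 58 were called by limma, with JUP counted in both of its lists. VEGFC (adjusted p = 0.109), DSP (0.12), RAC2 (0.0795) and IGFBP5 (0.114) were not. The alternatives set before the data were examined that call them are adjustment over the list alone and the unadjusted test with equal variances for all 4, quantile normalization for DSP (0.0275; range over its alternatives 0.0275 to 0.287) and RAC2 (0.0448), the filter on low signal (0.0383) and trend and robust moderation (0.0305; range 0.0305 to 0.229) for RAC2, and the replicate block for IGFBP5 (0.0399; range 0.0399 to 0.307). The unadjusted test with unequal variances, chosen after seeing the values, calls all 4 too. MME (adjusted p = 0.0288), COL6A1 (0.00798) and a probe set printed as DST (0.0427) were called here and carry a printed p of 0.05 or more.

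The paper states that GDC-0941 normalized cyclin D1, p27Kip1 and other genes regulated by the mutation. For this it cites Figure S1, which shows cell cycle genes. Treated H1047R cells were not called different from parental cells in DMSO for CCND1 and CDKN1B, with adjusted p of 0.883 and 0.269 (limma). AURKA and CCNB1, higher in H1047R in DMSO, were not called there either, with log2 fold changes of 0.29 and 0.28 (adjusted p = 0.0652 and 0.204). AURKA was called with the filter on low signal and with trend and robust moderation. Over the 15 cell cycle probe sets of the table 2 were higher and 2 lower in that comparison, with log2 fold changes of 1.01 for WEE1 and -0.49 for CDK4, both lower in H1047R in DMSO. The values over the whole array go beyond the genes of that figure. Over all probe sets changed by a log2 fold change of at least 1 the median share removed was 17.8%. In all, 10402 probe sets differed between treated H1047R cells and parental cells in DMSO. The paper gives no threshold for a count.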

Other observations

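The EGF family was rearranged between the genotypes in DMSO. HBEGF, a ligand of EGFR, rose by a log2 fold change of 3.95 in H1047R (standard error 0.36, adjusted p = 3.7e-05, limma), and NRG1, a ligand of ERBB3 and ERBB4, by 3.29 (standard error 0.13, adjusted p = 2.5e-07), while TGFA fell by 2.04 (standard error 0.26, adjusted p = 3.5e-04) and EGFR itself fell by 1.33 (standard error 0.09, adjusted p = 7.2e-06). The list of 12 such genes had 4 higher and 6 lower, the same counts when adjusted over the list alone, and was not called (adjusted p = 0.718). Among 21 genes of ERK output and feedback 14 were higher and 1 lower (16 and 1 adjusted over the list alone), DUSP7 with 1.66 (standard error 0.10, adjusted p = 2.7e-06) among them, at adjusted p = 3.8e-05 but adjusted p = 0.337 with an estimated correlation. The cytokine CXCL8 rose by 3.49 (standard error 0.26, adjusted p = 9.9e-06).

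Interferon genes were lower in H1047R, 18 of 32 lower and 1 higher (18 and 3 adjusted over the list alone), with IFIT1 falling from a signal of 1069 ± 84.7 to 255 ± 32.7 (SD, n = 3 arrays, adjusted p = 1.6e-04, limma). The list had adjusted p = 6.1e-05 but adjusted p = 0.337 with an estimated correlation. Of 20 genes of the YAP and SRF response 16 were higher and 1 lower (16 and 2 adjusted over the list alone), ACTA2 from 2553 ± 179 to 19970 ± 974, at adjusted p = 5.9e-09 but adjusted p = 0.113 with an estimated correlation. MIR205HG, the host transcript of a microRNA that represses ZEB1, fell from 3182 ± 151 to 59.9 ± 4.67 (adjusted p = 1.5e-05).

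GDC-0941 changed a minority of the EMT probe sets of Table S1 in H1047R within 4 h. Of the 27 epithelial probe sets 2 were raised and 3 lowered, and of the 18 mesenchymal ones 2 were raised and 4 lowered. Those raised (JUP, STMN1, TWIST1 and ELK3) had lower means in H1047R than in parental cells in DMSO, and those lowered (ARPC5L, KRT16, PCDH9, PLAUR, SNAI1, SNAI2 and SDF2L1) had higher means, and SNAI1 and SDF2L1 went past the parental mean, SDF2L1 to a log2 difference of -0.31 (adjusted p = 0.0464). These changes and the genotype difference share the H1047R DMSO arrays. The call of SNAI1 under GDC-0941 ended under 5 of 11 alternatives, and that of SDF2L1 against parental cells in DMSO under 7 of 12. Against parental cells in DMSO, the treated H1047R cells had 15 epithelial probe sets lower and 5 higher, and 7 mesenchymal ones higher and 3 lower. SNAI2 fell under GDC-0941 from 3325 ± 52.2 to 1327 ± 65.9 against 1173 ± 37.7 in parental cells in DMSO, a remaining log2 difference of 0.17 (standard error 0.06, adjusted p = 0.0627) that was called with the filter on low signal and with trend and robust moderation.

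Of the proteins the paper follows by phosphorylation, the RNA of IRS1 rose by 1.39 in H1047R (standard error 0.09, adjusted p = 3.1e-06), that of RPS6KB1 fell by 0.95 (standard error 0.06, adjusted p = 4.1e-06) and that of GSK3B fell by 0.35 (standard error 0.06, adjusted p = 0.00337). AKT1 had 0.47 (standard error 0.15, adjusted p = 0.0481), a call that ended under 6 alternatives, and AKT2 0.06 (standard error 0.06, adjusted p = 0.579). These are RNA levels and do not measure the phosphorylation of the proteins.

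Of the 724 probe sets called in parental cells under GDC-0941, 673 moved in the same direction in H1047R, and 276 were called higher and 261 lower in both genotypes, against 15.6 and 14.0 if the calls were independent, while 3 were called in opposite directions. The parental total was 391, 310 and 277 without parental DMSO replicates 1, 2 and 3, and 308 and 420 without parental GDC-0941 replicates 2 and 3.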
